A study of Homo sapiens with 16 samples.

How the data were processed

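Jurkat cells had been cultured with 25% or 100% histidine for 72 hours, and the 16 libraries were grouped by assay and histidine supply from their titles. Per the labels' protocols, RNA was extracted with TRIzol from cell lysates and RNA-seq libraries were made with an mRNA library kit. The labels give the RPF samples the text of the RNA-seq protocol, so how fragments were isolated and which part of a transcript was counted are not stated. Both deposited tables hold raw counts, whole numbers that were not normalized, with one column per library, per the file headers and the values. The RNA table has counts for 20527 Ensembl gene IDs and the RPF table has counts for 11507 Ensembl transcript IDs. The aligner, the counting tool, the genome build, the annotation, the strand used in counting and the handling of reads with several matches are not stated in the labels or the file headers. Reads shared by paralogs, pseudogenes or overlapping genes may therefore have been dropped or split, which would change the count of those genes. All columns were matched to samples by their titles, and 0 columns were left out. Gene names came from a table of gene IDs and symbols, in which 20474 of the RNA IDs were found. The other 53 held between 0.0181% and 0.0232% of the counts of a library. Overlapping neighbours of named genes were looked up in a RefSeq gene table, whose coordinates are not printed since the authors' build is not stated.

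Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes or transcripts were kept by filterByExpr with the group (minimum count 10), which left 13016 genes and 9393 transcripts; 3755 genes and 272 transcripts had no count in any library. Library sizes were scaled by TMM, and 25% was compared with 100% histidine within each assay by the robust quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The biological coefficient of variation was 0.185 for RNA and 0.170 for RPF. The standard error of a log2 fold change was calculated as its size divided by the square root of the F statistic. CPM values (counts scaled to a common library size) are on TMM-scaled library sizes, and log2 CPM used a prior count of 2. The RNA totals of 25592274 to 35534777 and RPF totals of 6959372 to 21438886 set the counting error, and counts without molecular identifiers are not independent molecules, so that this error is a lower limit.

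Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01) on the RNA libraries, with adjustment over 9 lists fixed before the data were examined. A set of 3 lists (hypoxia response, ribosome biogenesis, nuclear-encoded respiratory chain) was added afterwards and adjusted separately; they shared 0 members with the other lists. Scores, depth and composition were compared by two-sided exact permutation tests on the absolute difference of group means (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), adjusted over 2 scores and over 5 measures of depth and composition. Figures were drawn with matplotlib 3.10.9. The share of zeros was taken over features with 5 to 20 expected counts, and a rate of independent counts per read was fitted to features with 1 to 50 expected counts. On simulated counts with 1 and 10 reads per molecule this fit returned 1.07 and 11.2 reads. The edgeR test was checked on counts drawn from the real means with 200 features changed 2-fold and a further list shifted by less. In RNA it recovered 75.8% of the 198 changed genes tested and called 0.0474% of 12667 unchanged ones. In RPF the values were 76.0% of 196 and 0.111% of 9030. The simulation had no batch and no repeated molecules, and far fewer features changed in it than passed in the data. The share of unchanged features called therefore does not carry over to the data.

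Named genes followed a rule set beforehand. It took the 5 largest changes in each direction among genes past the threshold with a mean log2 CPM of at least 3 and no overlap between the groups, 12 preset genes, and the 3 members with the smallest p in each list that passed. Only 2 RPF transcripts in each direction are printed, since no table pairing transcript IDs with genes was used here. For that reason several planned comparisons were not run: translational efficiency, the correlation of RNA and RPF changes, list tests and scores on RPF counts, and histidine codon content.

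Replicate numbers are shared between the groups. In the RNA libraries, deviations from the group mean of same-numbered libraries had correlations across genes of 0.48, 0.65, 0.39 and 0.49 for replicates 1, 2, 3 and 5. Libraries of different numbers within the subsets 1 and 2 and 3 to 5 were also correlated, at 0.31 to 0.62. Those of different subsets were negatively correlated. The ranges for same and different numbers overlap, so the values show the subsets but not a pairing by number within them. A split of the RNA libraries into these subsets was therefore treated as a batch. Replicates were compared for duplicates, and the closest pair had a chi-square per degree of freedom of 5.73 in RNA and 5.03 in RPF, so no library was a copy of another.

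Alternatives were median-of-ratios and upper-quartile scaling, no filter, a mean count of at least 50, DESeq2 1.42.0, limma-voom with quality weights, at least a 2-fold change, thinning to the lowest total, removal of the 50 most abundant features, a replicate block, and leaving out each replicate in turn. For lists they were fry, camera with an estimated correlation, 2 of those filters or scalings, the block and each replicate left out. For scores they were a prior count of 0.5 and CPM on total counts. The batch term, fits within each batch, permutation within batches, the block or batch term with an estimated correlation, and depth and composition without each replicate were added after the data were seen.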

Results

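The series compared Jurkat cells grown with a full or a reduced supply of one essential amino acid, histidine. Jurkat is an established human T-cell acute lymphoblastic leukaemia line. Per the labels, the cells were cultured for 72 hours in a self-made medium that lacked histidine and had been supplemented with either 25% or 100% histidine. Sequencing was done in 2 ways. RNA-seq counts the mRNA of each gene. Ribosome profiling counts ribosome-protected fragments (RPF), the short stretches of mRNA that a ribosome shields from nuclease digestion, so that a transcript's count reflects both its amount and how many ribosomes it carries. The 16 libraries comprised 5 RNA libraries at 100% histidine, 4 RNA libraries at 25%, 3 RPF libraries at 100% and 4 RPF libraries at 25%. The series text also names a further cell line, DND41, which is not analysed here.

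RNA libraries held between 25592274 and 35534777 counts. The mean total was 30687900 ± 3694810 at 100% histidine (SD, n = 5) and 29716970 ± 3207790 at 25% (SD, n = 4), and the groups did not differ in depth (two-sided exact permutation test over 126 splits, p = 0.643, adjusted p = 0.643). RPF libraries were shallower, and their depth followed the group. The 3 libraries at 100% held 6959372, 13031961 and 11761599 counts, and the 4 libraries at 25% held 21438886, 17579121, 19261497 and 17387191. Every RPF library at 25% was therefore deeper than every RPF library at 100% (two-sided exact permutation test over 35 splits, p = 0.0286, the smallest value these splits can give; adjusted p = 0.0476 over the 5 tests of depth and composition).

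The composition of the RNA libraries differed between the groups. The 10 most abundant genes took 9.85% ± 0.831 of the counts at 100% histidine (SD, n = 5) and 6.38% ± 0.483 at 25% (SD, n = 4), a difference with an exact permutation p of 0.00794 (the smallest value that 126 splits can give; adjusted p = 0.0198). Mitochondrially encoded mRNAs took 8.68% ± 0.670 of the counts at 100% (SD, n = 5) and 5.41% ± 0.296 at 25% (SD, n = 4), with the same exact permutation p of 0.00794 and adjusted p of 0.0198. All 4 libraries at 25% lay below all 5 libraries at 100% in both shares. In the RPF libraries the 10 most abundant transcripts took 4.71% ± 0.0173 of the counts at 100% (SD, n = 3) and 4.86% ± 0.0971 at 25% (SD, n = 4), which did not pass the threshold (exact permutation p = 0.0571, adjusted p = 0.0714). With the 100 most abundant transcripts in place of 10, the RPF difference was 3.72 percentage points (exact permutation p = 0.0286). The most abundant features were ranked once per assay, by raw counts averaged over all its libraries. The RPF libraries at 25% were deeper and more numerous, so this ranking favours transcripts abundant at 25%. A higher RPF share at 25% can therefore follow in part from the ranking.

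The number of independent molecules behind a count was examined through zeros. For each library, features whose expected count, calculated from the other libraries of the group, lay between 5 and 20 were taken, and the share of them with a count of 0 was determined. Poisson counting would leave 0.0623% to 0.0890% of them at 0 across the libraries. The share was between 0.967% and 3.54% in the 9 RNA libraries. In the RPF libraries it was 1.68%, 17.7% and 5.06% in replicates 1, 2 and 3 at 100% histidine, and 38.1%, 10.0%, 44.3% and 43.5% in replicates 1, 2, 3 and 4 at 25%. The group means of 8.13% ± 8.42 (SD, n = 3) and 33.99% ± 16.2 (SD, n = 4) did not differ past the threshold (two-sided exact permutation test, p = 0.0857). Low RPF counts therefore carry more error than the totals alone would give.

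**Figure D1:**
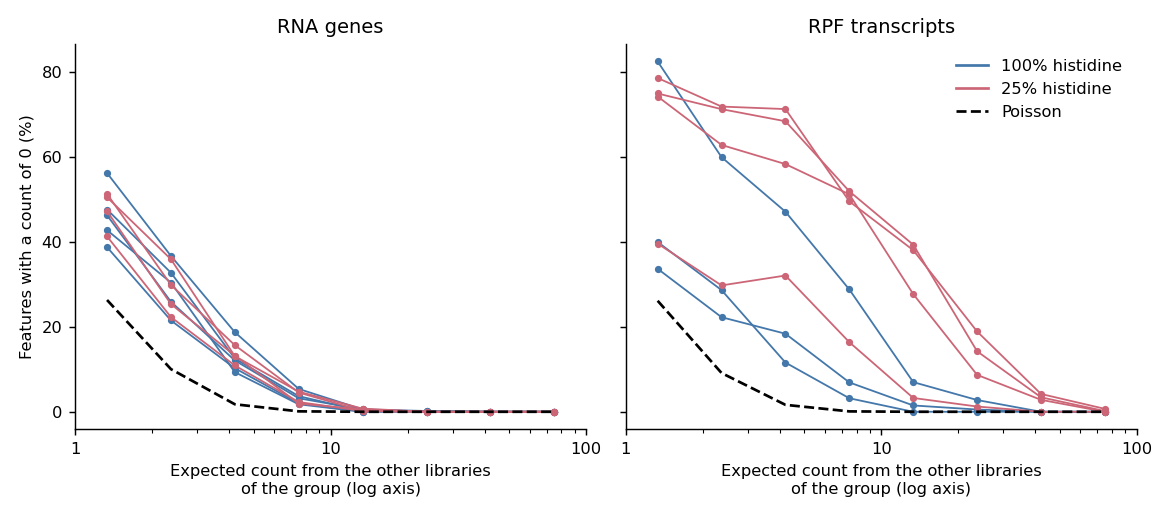
Share of features with a count of 0 (vertical axis, percent) against the count expected from the other libraries of the same group (logarithmic horizontal axis), with one line per library and the Poisson value dashed; genes of the RNA libraries are on the left and transcripts of the RPF libraries on the right. RNA libraries of both groups lie close together, whereas the share in the 5 to 20 range runs from 1.68% to 44.3% among the RPF libraries.

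The first comparison asked how mRNA levels change when histidine is reduced from 100% to 25%. In a principal component analysis of the RNA libraries, component 1 held 59.5% of the variance and separated the groups. Component 2 held 22.8% and separated replicates 1 and 2 from replicates 3, 4 and 5 within both groups. Of 13016 genes tested with edgeR's quasi-likelihood test, 6283 had a Benjamini-Hochberg adjusted p-value under 0.05, of which 3256 were higher and 3027 lower at 25% histidine. Upper-quartile scaling turned this balance round, with 2952 higher and 3429 lower. A change of at least 2-fold together with that threshold was found for 728 genes higher and 883 genes lower. The alternative that moved the count most was the requirement of at least a 2-fold change, which left 1611 genes. Among the alternatives that kept the threshold, a term for the split along component 2 gave 8872 genes. Within replicates 1 and 2 the count was 7106. Within replicates 3 to 5 at 100% and 3 and 5 at 25% it was 8043. These fits hold few libraries, which were closer within a subset (chi-square per degree of freedom 5.73 to 15.8) than between subsets (43.1 to 95.6). Their larger counts are therefore not stronger evidence. Whether a subset is a single experiment is not stated, so n = 5 and n = 4 may overstate the replication. The fold changes of the 2 subsets, which share no library, had a Pearson correlation of 0.88 across 12887 genes; this is a correlation across genes, which are not independent replicates. For 40.6% of the genes tested the CPM ranges of the groups did not overlap, where chance gives 1.59%.

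**Figure D2:**
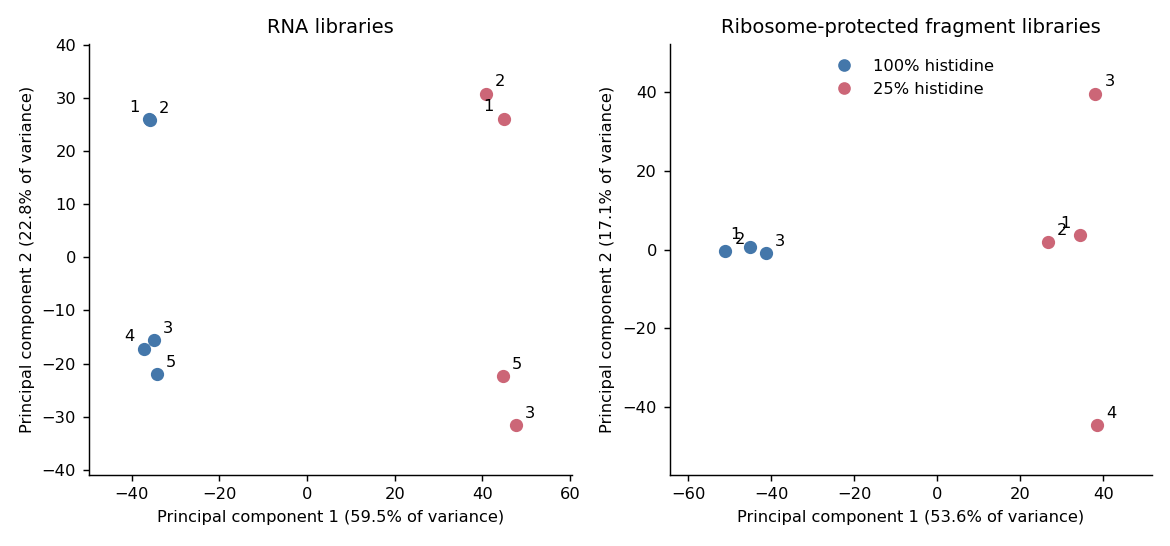
Principal components 1 and 2 of log2 CPM in the RNA libraries (left) and the RPF libraries (right); each point is a library, labelled with its replicate number, and colour gives the histidine supply. Component 1 separates the groups in both assays (59.5% and 53.6% of the variance), and component 2 of the RNA libraries (22.8%) separates replicates 1 and 2 from the others.

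The genes with the largest changes among those at an average log2 CPM of at least 3, with no overlap between the groups, were as follows. TXNIP (ENSG00000265972) rose from 6.28 ± 1.09 CPM at 100% (SD, n = 5) to 145 ± 7.80 CPM at 25% (SD, n = 4), a log2 fold change of 4.53 (SE 0.13, edgeR adjusted p = 8.92e-09). BEST1 (ENSG00000167995) had a log2 fold change of 4.56 (SE 0.26). Its locus overlaps FTH1, which had a mean of 657 CPM and changed by -0.29 (edgeR adjusted p = 0.243), and the strand used in counting is not stated, so the BEST1 value is uncertain. MAN1C1, SCG2 and ARRDC4 rose by log2 fold changes of 3.42, 3.18 and 2.98. In the other direction, HMGCS1 (ENSG00000112972) went from 1014 ± 110 CPM (SD, n = 5) to 55.0 ± 6.84 CPM (SD, n = 4), a log2 fold change of -4.20 (SE 0.13, edgeR adjusted p = 1.64e-08). DHCR7, LSS and MSMO1, which like HMGCS1 encode enzymes of sterol synthesis, changed by -4.01, -3.72 and -3.50, and SLCO4C1 by -3.71. The edgeR adjusted p-values of these 10 genes lay between 3.38e-09 and 3.02e-06.

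Genes of histidine charging and of the response to amino acid shortage were named before the data were examined. HARS1, the cytosolic histidyl-tRNA synthetase, was at 110 ± 9.94 CPM at 100% (SD, n = 5) and 128 ± 19.6 CPM at 25% (SD, n = 4), a log2 fold change of 0.22 that did not pass the threshold (SE 0.11, edgeR adjusted p = 0.136). With the replicate number as a block it was 0.23 with an adjusted p of 0.00237, and over all alternatives its adjusted p ranged from 0.000401 to 0.352. HARS2, the mitochondrial enzyme, changed by -0.11 (edgeR adjusted p = 0.363). ATF4, the transcription factor of the response, was lower at 25%. It went from 1220 ± 190 CPM (SD, n = 5) to 771 ± 151 CPM (SD, n = 4), a log2 fold change of -0.66 (SE 0.16, edgeR adjusted p = 0.00510). Within replicates 1 and 2 the ATF4 change was -0.68, and within replicates 3 to 5 it was -0.61. Its target genes DDIT3, CHAC1, TRIB3, SESN2 and ASNS were higher by log2 fold changes of 2.21, 1.61, 1.20, 1.12 and 1.06, and SLC3A2 by 1.42, with edgeR adjusted p-values of at most 0.000168. DDIT3 overlaps MARS1 on the genome, and MARS1 itself rose by 1.36, so part of the DDIT3 reads cannot be assigned with certainty. SLC7A5 changed by 0.48 (edgeR adjusted p = 0.0547), and passed the threshold in 11 of 21 alternatives. With the replicate block it changed by 0.42 with an adjusted p of 4.12e-06, and the range over all its alternatives was 4.12e-06 to 0.139. MYC was lower, with a log2 fold change of -1.90 (223 ± 13.2 CPM, n = 5, against 60.1 ± 10.7 CPM, n = 4; edgeR adjusted p = 1.27e-06), and NOTCH1 changed by -0.95 (edgeR adjusted p = 0.00490).

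**Figure D3:**
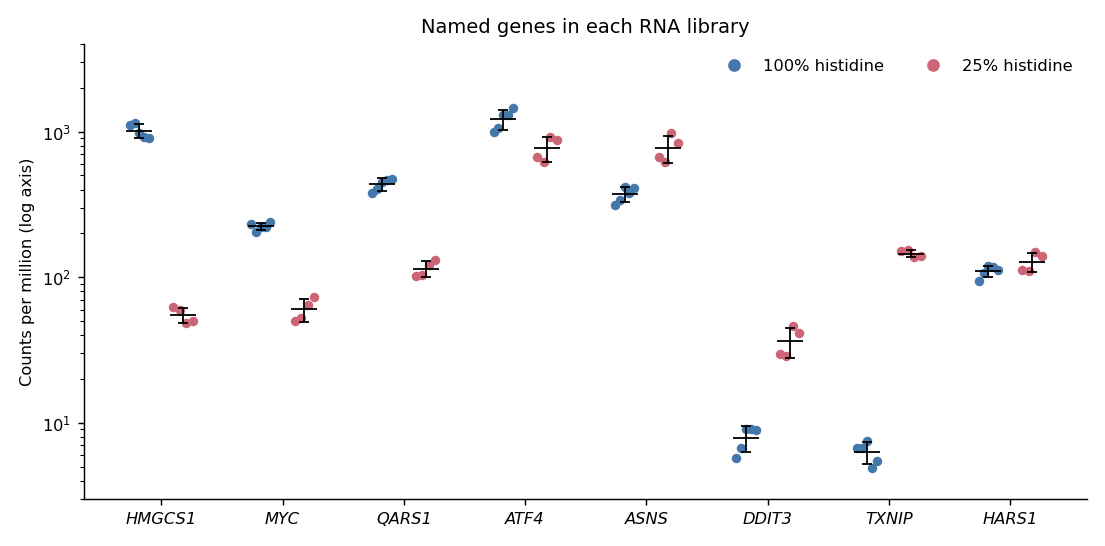
CPM (logarithmic axis) of 8 genes in each RNA library, with the mean and SD of each group in black and colour for the histidine supply. The groups do not overlap for HMGCS1, MYC, QARS1, ATF4, ASNS, DDIT3 and TXNIP, and overlap for HARS1, whose means were 110 and 128 CPM.

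The next comparison asked whether gene lists fixed before the data were examined shifted as a whole, with camera at a preset correlation of 0.01 and adjustment over the 9 lists. Each list is given with its median log2 fold change. The list of cholesterol synthesis genes was lowest, with a median of -2.34 over 23 genes (adjusted p = 2.49e-68), and 22 of them were lower and 1 higher past the threshold. The mitochondrially encoded mRNAs had a median of -0.89 (adjusted p = 7.76e-08), and all 13 were lower past the threshold. NOTCH1 targets had a median of -0.66 over 17 genes (adjusted p = 0.000627), cytosolic ribosomal proteins of -0.49 over 79 genes (adjusted p = 2.23e-10), and DNA replication genes of -0.33 over 40 genes (adjusted p = 0.00187). Higher at 25% were the ATF4 amino acid response, with a median of 0.82 over 41 genes (adjusted p = 8.72e-14), the cytosolic aminoacyl-tRNA synthetases, with 0.61 over 20 genes (adjusted p = 1.41e-05), and the ER chaperones, with 0.44 over 18 genes (adjusted p = 0.00100). The ER chaperone list also holds XBP1, a transcription factor, and HERPUD1, EDEM1 and SEL1L, which act in ER protein degradation. Lysosome and autophagy genes showed no shift, with a median of -0.01 over 34 genes (adjusted p = 0.645). All of these medians kept their sign under the median-of-ratios and upper-quartile scalings. With the correlation estimated from the data, only the ATF4 and cholesterol lists passed the threshold, and with the replicate block or the batch term beside it only the cholesterol list passed. All 8 lists passed under fry.

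Members of a list did not always move together. Among the ATF4 response genes 29 were higher and 3 lower past the threshold over all genes tested, and 31 higher and 3 lower when adjusted over the list alone. Of the synthetases 13 were higher and 2 lower over all genes, and 13 and 2 adjusted over the list alone. QARS1, the glutaminyl-tRNA synthetase, was lower, with a log2 fold change of -1.93 (SE 0.11, edgeR adjusted p = 8.53e-07). It was at 434 ± 42.6 CPM at 100% (SD, n = 5) and 114 ± 14.4 CPM at 25% (SD, n = 4). Of the ribosomal protein genes 44 were lower and 0 higher past the threshold over all genes, and the same counts of 44 and 0 were found adjusted over the list alone. RPL7A, RPL23A and RPS28 changed by -2.05, -1.87 and -1.73, whereas 13 members lay within 0.2 of 0. Ribosomal protein genes have many processed pseudogenes, so their counts are uncertain. RPL23A and RPS28 also overlap TLCD1 and KANK3, which had means of 0.70 and 5.92 CPM. RPL23A went from 1194 CPM at 100% to 328 CPM at 25%, and RPS28 from 451 to 136 CPM. Reads of these neighbours are too few to account for those decreases. Of the ER chaperone list 11 members were higher and 2 lower over all genes, and 11 and 2 adjusted over the list alone. Of the DNA replication genes 6 were higher and 20 lower over all genes, and 6 and 23 adjusted over the list alone. Of the lysosome and autophagy genes 10 were higher and 7 lower in both counts. Of the NOTCH1 targets 0 were higher and 9 lower in both counts.

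**Figure D4:**
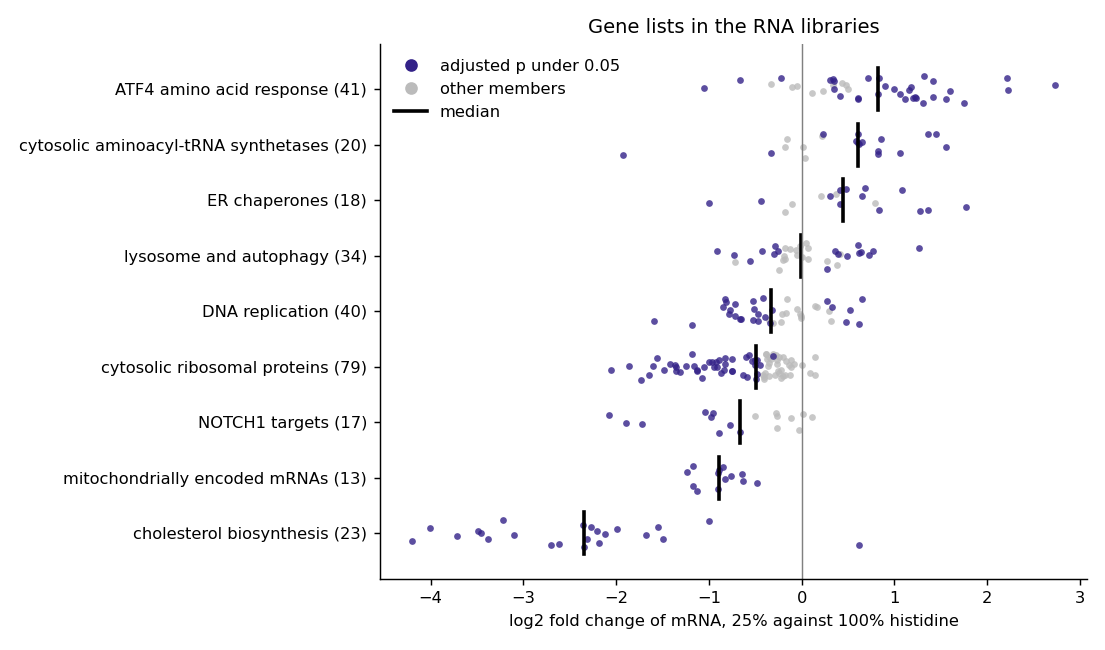
Log2 fold change of mRNA at 25% against 100% histidine (horizontal axis) for each tested member of the 9 lists, whose number of members is in brackets; dark points passed an adjusted p of 0.05 in the test over all genes and the bar is the median. Medians run from -2.34 for cholesterol synthesis to 0.82 for the ATF4 response.

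The members with the smallest p-values in each list were examined for size. Among ATF4 response genes, WARS1, ATF3 and ATF5 were higher by 1.56, 1.75 and 1.32. ATF5 overlaps NUP62, which had a mean of 138 CPM and changed by -0.06 (edgeR adjusted p = 0.570), so the ATF5 value is uncertain. In the ER chaperone list, the transcription factor XBP1 was higher by 1.78, and DNAJB11 and HYOU1 by 1.36 and 0.84. HES1, MYC and DTX1 among NOTCH1 targets had log2 fold changes of -1.73, -1.90 and -0.89. MCM2, FEN1 and MCM4 among DNA replication genes changed by -1.59, -1.19 and -0.72, and MT-ND5, MT-ATP8 and MT-ATP6 by -1.13, -1.17 and -1.17. The edgeR adjusted p-values of these genes lay between 3.24e-07 and 7.12e-05.

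A score per library, the mean log2 CPM over a list, gave the spread between libraries directly. The ATF4 response score was 6.04 ± 0.08 at 100% (SD, n = 5) and 6.83 ± 0.03 at 25% (SD, n = 4), and the ribosomal protein score was 9.97 ± 0.23 and 9.30 ± 0.31. Both differences had a two-sided exact permutation p of 0.00794, the smallest value that 126 splits can give, and an adjusted p of 0.00794 over the 2 scores. When labels were permuted only within the replicate subsets 1 and 2 and 3 to 5, both had an exact permutation p of 0.0167, the smallest that 60 splits can give.

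The second comparison asked how ribosome-protected fragments change at 25% histidine. Component 1 of the RPF libraries held 53.6% of the variance and separated the groups. Of 9393 transcripts tested with edgeR, 4889 had an adjusted p-value under 0.05, of which 2501 were higher and 2388 lower at 25%. Under upper-quartile scaling 2234 were higher and 2603 lower. A change of at least 2-fold was found for 593 higher and 657 lower transcripts, and requiring it left 1250. Thinning each library to the lowest total left 4522. This removes the difference in total counts, but not differences in the number of independent molecules behind them. CPM ranges of the groups did not overlap for 53.9% of the transcripts, where chance gives 5.71%. RPF counts are listed by transcript ID, and these IDs were not paired with gene names here. ENST00000306749 fell from 1311 ± 55.7 CPM (SD, n = 3) to 75.8 ± 7.41 CPM (SD, n = 4), a log2 fold change of -4.11 (SE 0.07, edgeR adjusted p = 3.67e-25), and ENST00000310954 changed by -4.09 (SE 0.15, edgeR adjusted p = 5.27e-18). ENST00000582401 rose from 15.9 ± 2.06 CPM (SD, n = 3) to 408 ± 9.26 CPM (SD, n = 4), a log2 fold change of 4.67 (SE 0.09, edgeR adjusted p = 3.35e-24). ENST00000357727 had a log2 fold change of 5.14 (SE 0.51, edgeR adjusted p = 5.28e-09), but it had 13, 0 and 3 counts in the libraries at 100%. The fits that each left out one replicate gave values from 4.40 to 7.23, the highest without replicate 1 at 100%. Ribosome occupancy relative to mRNA was not compared, because the RNA values are per gene and the RPF values per transcript.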

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

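Of 102 groups of 4 or 5 values examined, 1 held a library far from the others, where chance gives about 1 in 20. The comparison with the ATF4 response was chosen after its values had been seen. MARS1 was at 277 CPM in RNA replicate 1 at 100% histidine and between 332 and 351 CPM in the other 4 libraries of that group, so that the gap was 0.742 of the group's range against a critical value of 0.71. All 5 values lay far below the 25% group (842 ± 44.9 CPM, SD, n = 4). A weaker response of the ATF4 list as a whole is argued against, since its mean log2 CPM was 6.11 in that library and 5.93 in the lowest of the group. Its named members were mixed there. ASNS, DDIT3, SLC3A2, ATF4 and ATF5 were the lowest of the group, SLC7A5 and WARS1 the highest, and CHAC1, TRIB3, SESN2 and ATF3 in between. A weaker response of some of these genes therefore remains open. Scaling of that library as the sole cause is argued against. The other 19 synthetase genes had a median log2 difference of -0.12 from the remaining libraries, against -0.30 for MARS1, although 15 of them were below 0. A part of the gap may thus be shared with other synthetases. Reads shared with the overlapping DDIT3 and ARHGAP9 were not tested, and chance remains open. Without this library the log2 fold change was 1.32 against 1.36 with it, the lowest of the 9 fits that each left out one replicate.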

How the results depend on the processing

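The batch term, the fits within a batch and the removal of replicates from depth and composition were chosen after the data were seen. Requiring at least a 2-fold change reduced the count of genes past the threshold from 6283 to 1611 in RNA and from 4889 to 1250 in RPF; this follows from the construction of the alternative. Under the other alternatives the counts ranged from 5627 to 8872 in RNA and from 4247 to 5349 in RPF, and the fits that each left out one replicate gave 5627 to 6213 genes and 4247 to 4945 transcripts. Upper-quartile scaling gave 2952 higher and 3429 lower genes, a higher share of 46.3% against 51.8%, and 2234 higher and 2603 lower transcripts, a share of 46.2% against 51.2%. The balance also turned within RNA replicates 1 and 2 (3450 higher, 3656 lower) and under limma-voom in RPF (2653 higher, 2696 lower). With at least a 2-fold change it turned in RNA (728 higher, 883 lower) and in RPF (593 higher, 657 lower). Under the remaining alternatives more features were higher than lower. The balance of higher and lower calls thus depends on the processing in both assays.

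The replicate block gave 8562 genes in RNA. Same-numbered libraries were correlated there, but so were different numbers of the same subset, so a pairing by number is not established. It moved HARS1 (log2 fold change 0.23) and SLC7A5 (0.42) past the threshold and changed no other call among the named genes and lists. In RPF the block gave 4912 transcripts, but same-numbered libraries there had correlations of 0.01, 0.00 and -0.03, so they share only a number. Over 922 alternative fits of 45 named genes and transcripts, 908 kept direction and side of the threshold, 14 were stronger, 0 weaker and 0 reversed, and all 14 concerned HARS1 and SLC7A5. SLC7A5, close to the threshold, passed in 11 of its 21 alternatives: the block, the batch term, both fits within a batch, DESeq2, limma-voom, no filter, removal of the 50 most abundant genes, and the fits without replicate 1 at 100% or without replicates 3 or 5 at 25%. HARS1 passed in 3, the block, the batch term and replicates 3 to 5 alone. Within replicates 1 and 2 the highest HARS1 value at 100% was 107 CPM and the lowest at 25% was 110 CPM. Within replicates 3 to 5 these were 120 and 140 CPM. For SLC7A5 they were 384 and 479 CPM, and 277 and 309 CPM. Both genes thus overlapped between the groups only with the subsets pooled, so the split adds spread to the fit without it. Why SLC7A5 passed in the other alternatives was not tested.

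With camera and an estimated correlation, 6 lists kept their median and no longer passed: synthetases (0.61, adjusted p = 0.363), ribosomal proteins (-0.49, 0.382), ER chaperones (0.44, 0.222), NOTCH1 targets (-0.66, 0.0503), DNA replication (-0.33, 0.363) and mitochondrially encoded mRNAs (-0.89, 0.135). A pair of further fits, chosen after the data were seen, estimated the correlation with the replicate structure in the model. With the replicate block the ATF4 list (median 0.82, adjusted p = 0.148), synthetases (0.60, 0.300), ribosomal proteins (-0.46, 0.215), ER chaperones (0.44, 0.215), NOTCH1 targets (-0.69, 0.215), DNA replication (-0.33, 0.458) and mitochondrially encoded mRNAs (-0.85, 0.215) did not pass. With the batch term the ATF4 list (0.84, 0.09996), synthetases (0.62, 0.225), ribosomal proteins (-0.46, 0.138), ER chaperones (0.47, 0.244), NOTCH1 targets (-0.72, 0.138), DNA replication (-0.31, 0.400) and mitochondrially encoded mRNAs (-0.86, 0.138) did not pass. The cholesterol list passed in all 3 fits. Adding the block or the batch term thus restored none of the 6 lists. These fits also leave fewer residual degrees of freedom, so they cannot show whether leaving out the batch contributed to the loss. The cause was not tested further. Each list kept its call under its other alternatives, the block and the batch term at the preset correlation included. The lysosome list, near 0 throughout, had a median of 0.0029 with a mean count of at least 50 and of 0.0033 with the batch term under either correlation, and of -0.060 to 0.061 across the 9 fits that each left out one replicate. None of these passed (adjusted p from 0.232 to 0.802 over its alternatives).

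The RPF share of the most abundant transcripts passed with 100 in place of 10 (3.72 percentage points); the cause was not tested. The difference in RPF totals ran from 6519890 to 9556190 counts with one replicate left out, and splits of the remaining 6 libraries cannot give a p under 0.0667, so the loss of the call says nothing about stability. The RNA difference ran from -2182650 to 403981, never past the threshold. Scores and RNA composition kept their calls in every fit. Not run were the alternatives for translational efficiency, codon content and the correlation of RNA and RPF changes, which need transcripts matched to genes. RPF depth follows the group, and thinning to the lowest total left 4522 transcripts; libraries with few independent counts limit low RPF values most.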

Other observations

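The tests of batch, of abundant genes, of ATF4 scaling, of zeros in RPF libraries and of the ribosomal protein fold changes were chosen after the related results had been seen. The hypoxia, ribosome biogenesis and nuclear-encoded respiratory chain lists were written after the gene changes had been seen and before their own tests were run.

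The gene counts were compared with those of other splits. Of 100 splits drawn from the 126 of the RNA libraries, 1 gave as many genes with an adjusted p under 0.05, the real one, and the largest other count was 2748. Among the 16 splits that part the same-numbered libraries as the real one does, 1 was as large and the next gave 669 genes. The split that follows the batch gave 2232 genes. Of the 35 splits of the RPF libraries, 1 gave as many transcripts, the real one. With each RPF library thinned to the lowest total, 4522 transcripts still passed, so the greater total counts at 25% do not account for most of the calls. Thinning does not equalise the number of independent counts.

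RNA libraries split by replicate number. A term for replicates 3 to 5 against 1 and 2, fitted beside histidine, passed the threshold for 7106 genes, 3809 higher and 3297 lower in replicates 3 to 5. The count was 7029 with each library thinned to the lowest total, which argues against sequencing depth as the source. The labels give no batch, and whether the subsets differ in culture, handling or sequencing was not tested. The batch does not explain the histidine result, since 8872 genes passed with the batch as a term. Of 7051 genes called in replicates 1 and 2 and tested in 3 to 5, 6922 (98.2%) had the same direction there. An interaction of histidine and batch passed for 2 genes, AKAP13 and PEAK1, chosen because they were the only ones. At an unadjusted p under 0.05 it passed for 1572 genes, more than the share of 0.05 of the 13016 tested that chance gives. Smaller differences in the histidine effect between the subsets are therefore not excluded. AKAP13 changed by 0.01 in replicates 1 and 2 and by -0.76 in 3 to 5, and PEAK1 by -0.07 and -1.04.

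ATF4 mRNA was lower at 25% while most genes of its list were higher. A batch effect is argued against, since the smaller of the within-batch log2 changes of ATF4 was -0.61. ATF4 also stayed lower under each of its 21 alternatives, scalings included, with log2 fold changes of -0.77 to -0.55. Scaling as the cause of a lower level relative to other genes is argued against, since scaling moves all genes alike. The log2 fold change of ATF4 was -0.66, against a median of 0.01 and a lower quartile of -0.40 over all genes tested. Abundant mRNAs moved both ways: SLC3A2 rose from 402 to 1075 CPM, and RPL7A fell from 2787 to 672 CPM. An absolute decrease still cannot be told apart from scaling, since no spike-in gives an absolute level. The log2 difference between ATF4 and the median level of the ribosomal protein genes in each library changed by -0.0050. The ATF4 fold change lay -0.17 from the median of their fold changes. Those genes were themselves lower as a list, so their comparison with ATF4 does not decide on scaling. The rise of the targets with no rise of the ATF4 transcript may reflect regulation of ATF4 translation, which was not tested here because transcript and gene IDs were not matched.

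Sterol synthesis genes were the lowest of the 9 lists. A few abundant genes taking more of the counts at 25% would lower all others there. This is argued against, since the share of the 10 most abundant genes differed by -3.46 percentage points, lower at 25%. A candidate explanation is that cultures at 100% histidine grew denser and used up more of the medium and oxygen over 72 hours. The list of hypoxia response genes, added to test this, was lower at 25%, with a median of -0.80 (camera adjusted p = 2.31e-09, with 21 lower and 1 higher past the threshold); the adjusted p was 2.18e-06 under fry and 0.0182 with an estimated correlation, but 0.113 when the batch term and 0.219 when the replicate block was added to that estimate. ALDOC and PFKFB4 had been seen among the lower genes before the list was written, and without them the median over 27 members was -0.78, with 24 below 0. The list also holds glycolytic genes, so another cause of lower glycolysis remains open, as does a direct effect of histidine, and cell density was not analysed here.

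Mitochondrially encoded mRNAs were lower for all 13 genes. If cells had fewer mitochondria, nuclear genes of the respiratory chain might be lower too. Their median was -0.12 over 72 genes, with 8 higher and 16 lower (camera adjusted p = 0.347), and members that move both ways leave this open. MYC mRNA was lower, but the ribosome biogenesis genes that MYC drives had a median of 0.013 over 36 genes, with 13 higher and 7 lower (camera adjusted p = 0.661), which does not decide whether MYC activity was lower.

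Ribosomal protein genes fell by unequal amounts, with 19 at or below -1 and 13 within 0.2 of 0. Chance variation is argued against: fold changes of the 79 members in replicates 1 and 2 and in replicates 3 to 5 had a Pearson r of 0.976 and a Spearman rho of 0.953 across genes. Reads shared with pseudogenes and a biological difference between these mRNAs both remain open, and neither was tested.

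RPF libraries differed in how many transcripts had counts of 1 to 5. The numbers were 1094, 416 and 1048 in replicates 1, 2 and 3 at 100%, and 258, 857, 148 and 179 in replicates 1, 2, 3 and 4 at 25%. Copies of one molecule counted repeatedly could produce this, since they make low counts rare and leave more zeros than counting allows. The share of zeros among transcripts with 5 to 20 expected counts was at least 1.68% in each of the 7 libraries. That lowest value lies within the range of the RNA libraries, so it carries little weight alone, whereas the highest was 44.3%. Stray reads in the libraries with many low counts would raise the expected counts and so leave zeros in the others. For the 25% group this is argued against as the whole cause: when replicates 1, 3 and 4 were compared only with each other, the share of zeros was 38.8%, 46.1% and 45.02%. For replicate 2 at 100%, the only library of its group with few low counts, it remains open. Fitted reads per independent count were 1.87 to 5.65 at 100% and 3.54 to 12.4 at 25%. Independent counts then came to 2310000 to 5400000 at 100% and 1510000 to 4960000 at 25%, and did not differ between groups (two-sided exact permutation p = 0.314). Variation between cultures also adds zeros, so these figures are estimates, and a filter on low counts by the authors was not tested.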
